A study of Mus musculus with 28 samples. Its data were reported in "AAV9:PKP2 improves heart function and survival in a Pkp2-deficient mouse model of arrhythmogenic right ventricular cardiomyopathy" (2024).

How the data were processed

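Bulk RNA sequencing measured gene expression in 28 pieces of ventricle from 16 mice, 16 pieces from the left ventricle (LV) and 12 from the right (RV), with both ventricles from 12 of the animals. Per the labels, the animals were Cre-negative littermates given buffer (WT), Pkp2-deleted animals given buffer (cKO), and Pkp2-deleted animals that got 3E13 or 6E13 vg/kg of TN-401. Each library's group came from the labels. The labels name polyA RNA as the molecule and also a total RNA kit that removes ribosomal RNA.

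The authors trimmed the reads and quantified them with Salmon 1.8.0 against mouse transcripts of the GRCm39 build with the human PKP2 sequence of the vector added. The deposited tables hold expected counts, that is, Salmon's estimated reads summed by gene symbol with no normalization, for 39152 symbols. A deposited table of TPM, transcript abundances scaled within each library, comes from the same quantification. The TPM listed here sum to between 77.9% and 91.4% of the whole per library, so the share of transcripts listed differs between libraries. A further deposited table holds other values per gene and library, the average effective transcript length in bases. Expected counts were rounded to whole numbers. The 38 pairs of libraries within a group were checked for copies of each other, and the closest pair differed 17.9 times as much as counting noise alone gives (chi-squared per degree of freedom). Of the symbols, 33105 were found in the mouse annotation, which was used for positions and gene types and for nothing else.

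Counting limits the precision. A gene with 0 counts in a library may still have had up to 3, and intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

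The design, the tests, the gene lists and the first set of alternatives were fixed before the data were examined. Each ventricle was fitted alone, with 1 library per animal and all 4 groups in a single model, by the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after its filter on low counts and TMM scaling. This left 16410 genes in LV and 17307 in RV. P values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. Fold changes are log2 values of the first group against the second, and their standard error (SE) is the fold change divided by the square root of its F statistic. Levels are CPM on the TMM-scaled library size, with the standard deviation (SD) between animals. The scale of the levels was changed from the plain to the TMM-scaled library size after a first look at single libraries. Differences between the ventricles were fitted on the 24 libraries of the 12 animals with both, with the animal as a block, over 17981 genes. RV comparisons of 6E13 with 3E13 and of 3E13 with WT were added after the data were seen, since 3E13 has 2 RV libraries.

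Named genes are mouse Pkp2, the human transgene and Esr1 as checks of the labels, the 10 largest rises and 10 largest falls per comparison among called genes with a mean of at least 5 CPM and no overlap between the groups, up to 4 members with the smallest adjusted p of each list described, and the genes that the study's text names. The study chose those last genes on these same samples, so their direction is not independent evidence. A few of the named genes are not reported here.

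There were 26 gene lists with 481 genes. The pathway lists were desmosome and intercalated disc (without Pkp2), sarcomere, calcium handling and ion channels, heart failure and fetal programme, extracellular matrix and fibrosis, fatty acid oxidation, oxidative phosphorylation (nuclear genes), citric acid cycle and mitochondrial biogenesis, glycolysis, integrated stress response, p53 targets and apoptosis, interferon response, antigen presentation, cell cycle and circadian clock. Other lists held markers of resting fibroblasts, macrophages and monocytes, T, NK and B cells, endothelium, smooth muscle and pericytes, adipocytes, epicardium and mesothelium, Schwann cells, atrial muscle, red blood cells and immediate early genes. Lists were tested with camera of limma 3.58.1, which compares a list with all other genes, at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. Its p values were adjusted over the lists within a comparison. The rotation test fry ran beside it.

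The position of a treated LV library between WT (0) and cKO (1) was the median, over the 5875 genes called between cKO and WT in LV, of its log2 CPM rescaled so that the WT mean is 0 and the cKO mean is 1. Doses were compared on this position by a two-sided exact permutation test.

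Alternatives, each run on its own, were RLE size factors, no low-count filter, protein-coding genes without mitochondrial genes, offsets from the transcript lengths, sex read from expression as a covariate, only the 2 groups compared in the fit, DESeq2 1.42.0, limma on log2(TPM + 1) and log2(TPM + 0.1), a fit of all 28 libraries taken as independent, a limma-voom fit of all 28 with the animal as a block, and leaving out each library in turn. The fits of all 28 libraries change more than 1 choice, since they bring in the other ventricle, and with voom also another tool and a block, and DESeq2 brings its own filter and scaling, so a changed count there has no single source. RV comparisons with cKO were also run without the 2 cKO libraries that have most Myl7, an alternative chosen after seeing the data. Every comparison with at least 3 animals per group was repeated on other splits of the same libraries. The fits were tested on simulated data with known changes. For cKO against WT in LV, edgeR recovered 11.9% of genes changed 1.5-fold, 40.3% of those changed 2-fold and 84.8% of those changed 4-fold. For 6E13 against 3E13 in LV it recovered 8.96%, 31.3% and 63.6%. For the difference between the ventricles in the cKO effect it recovered 33.8% of genes changed 4-fold. Few genes were changed in these simulations: 67, 67 and 66 of 16410 at the 3 sizes for cKO against WT in LV. The data gave 5875 calls in that comparison, so the shares recovered need not hold where many genes change. No sequence reads were used here.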

Results

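RNA was measured in ventricle pieces of 16 C57BL6 mice to ask how hearts that lost plakophilin 2, a protein of the desmosomes that hold cardiomyocytes together, differ from control hearts, and how TN-401 at each dose changes them. TN-401 is an adeno-associated virus (AAV9) that carries the human PKP2 gene. In cKO mice tamoxifen activates a Cre recombinase in cardiomyocytes, which deletes Pkp2. WT mice were Cre-negative littermates. TN-401 was injected 1 week before tamoxifen at 3E13 or 6E13 vg/kg (vector genomes per kg of body weight), and WT and cKO mice received buffer. LV libraries came from 5 WT, 4 cKO, 4 3E13 and 3 6E13 animals, and RV libraries from 3 WT, 4 cKO, 2 3E13 and 3 6E13 animals. A collection time of their own is not given for the buffer-treated cKO animals in the sources used here, so age at collection and the cKO state are not separated.

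Estimated reads per library ran from 23196670 to 39381144 in WT LV, 23610770 to 27919251 in cKO LV, 21013335 to 24237930 in 3E13 LV and 22964339 to 34984848 in 6E13 LV. In RV they ran from 23773518 to 30779568 in WT, 19364737 to 23726830 in cKO, 26815805 to 28443203 at 3E13 and 25840647 to 31331762 at 6E13. Between 15759 and 17436 genes had at least 5 counts in a library. Transcripts of the mitochondrial genome took 35.4% ± 1.71 of the counts in WT LV (SD, n = 5) and 23.7% ± 3.94 in cKO LV (n = 4), with p = 0.00794 in a two-sided exact permutation test. In RV they took 38.2% ± 2.14 in WT (n = 3) and 19.4% ± 3.42 in cKO (n = 4), with exact p = 0.0286. Treated hearts lay between, at 30.9% ± 0.921 for 3E13 LV (n = 4), 33.7% ± 3.51 for 6E13 LV (n = 3), 31.4% ± 1.96 for 3E13 RV (n = 2) and 31.9% ± 3.00 for 6E13 RV (n = 3). Against cKO the exact p was 0.0286 for 3E13 and for 6E13 in LV and 0.0286 for 6E13 in RV, and each of these p values is the smallest its design allows. The deposited TPM carry this difference in composition. On log2(TPM + 1) the median gene shifted by 0.37 in LV and 0.54 in RV for cKO against WT, by -0.27 and -0.40 for 3E13 against cKO, and by -0.29 and -0.37 for 6E13 against cKO, so gene groups with small changes can turn in direction on that scale. Relative to the median gene, the lists that turned kept their direction with few exceptions. These were desmosome at 3E13 (-0.004) and glycolysis at 6E13 (-0.06), both against cKO in RV. The paper left out mitochondrial genes and renormalized TPM before taking logarithms, so its scale is not this one.

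The first check was on the genes that define the groups. Mouse Pkp2 (GRCm39, chromosome 16, 16031144 to 16090586, plus strand, protein coding) stood at 112 ± 6.90 CPM in WT LV (SD, n = 5) and 42.8 ± 10.7 CPM in cKO LV (n = 4), a log2 fold change of -1.39 ± 0.15, adjusted p = 1.3e-05. In RV it stood at 115 ± 6.00 CPM in WT (n = 3) and 34.4 ± 4.53 CPM in cKO (n = 4), -1.75 ± 0.13, adjusted p = 6.7e-06. Treated hearts had the mouse transcript at 37.8 ± 5.72 CPM (3E13, n = 4) and 39.4 ± 3.66 CPM (6E13, n = 3) in LV and at 34.7 ± 3.77 CPM (3E13, n = 2) and 40.5 ± 5.08 CPM (6E13, n = 3) in RV. The human transgene had 0 counts in all 16 WT and cKO libraries. It reached 296 ± 90.1 CPM at 3E13 (n = 4) and 413 ± 107 CPM at 6E13 (n = 3) in LV, and 260 ± 24.9 CPM (n = 2) and 355 ± 95.9 CPM (n = 3) in RV. Every treated library was at least 1179-fold higher in LV and at least 1639-fold higher in RV than the limit that a count of 0 allows, taken as 3 counts per library. Between the doses the transgene differed by 0.48 ± 0.28 in LV (adjusted p = 0.964) and by 0.45 ± 0.23 in RV (adjusted p = 0.645), which did not pass. Esr1 (chromosome 10, 4561593 to 4955626, plus strand, protein coding) was read as a check since the study's Cre is Cre-ER(T2), which tamoxifen activates. Whether reads given to Esr1 came from that construct was not tested. Esr1 was higher in cKO by 1.43 ± 0.21 in LV and 2.01 ± 0.23 in RV (adjusted p = 1.4e-04 and 7.2e-05). It was lower at 6E13 than in cKO (-0.80 ± 0.24, adjusted p = 0.0344 in LV; -1.03 ± 0.22, adjusted p = 0.00638 in RV), and against WT it was called at 3E13 (1.11 ± 0.21, adjusted p = 0.0116 in LV; 1.31 ± 0.26, adjusted p = 0.0106 in RV) but not at 6E13 (0.63 ± 0.23, adjusted p = 0.604 in LV; 0.98 ± 0.24, adjusted p = 0.085 in RV). Every cKO, 3E13 and 6E13 library lay above every WT library, at 2.27 CPM or more against at most 2.09 in LV and at 3.56 or more against at most 2.04 in RV. With length offsets the LV difference between 6E13 and cKO turned to 0.20, and its call was lost without cKO 180, 257 or 264 or 6E13 replicate 250, 631 or 645 (adjusted p from 0.0514 to 0.144). Without 3E13 replicate 253 the 3E13 call against WT in RV was lost (0.138).

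**Figure D1:**
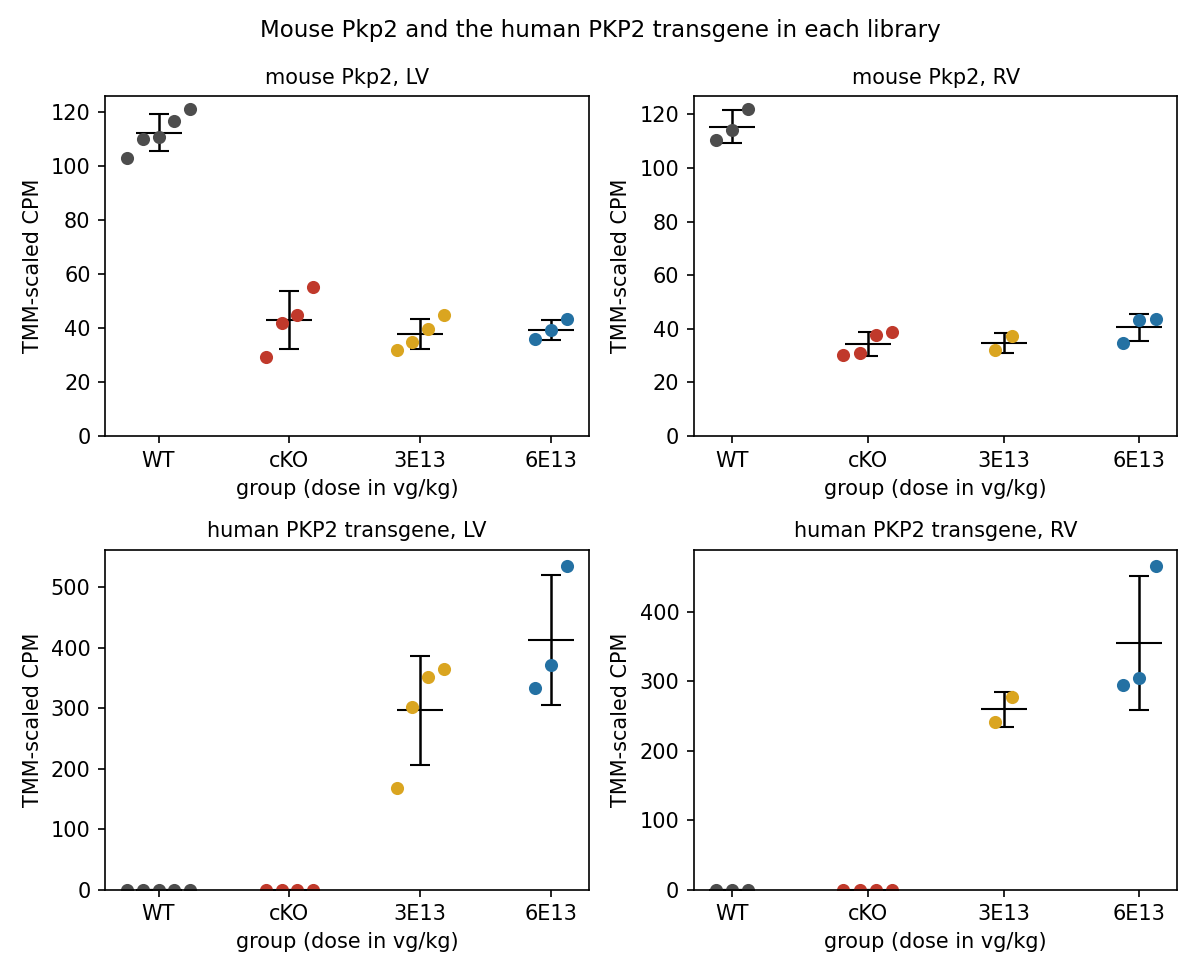
Mouse Pkp2 and the human PKP2 transgene in TMM-scaled CPM (vertical axis, linear from 0) for each group (horizontal axis, dose in vg/kg), with LV on the left and RV on the right. Dots are libraries, and bars are the mean ± SD, where mouse Pkp2 lay at 112 CPM in WT LV and near 40 in the other LV groups, and the transgene was counted only in treated libraries.

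LV expression differed widely between cKO and WT hearts. Among the largest rises in 4 cKO against 5 WT hearts were matrix genes: Ltbp2, a protein of microfibrils (6.40 ± 0.51), Lox, the lysyl oxidase that cross-links collagen (5.88 ± 0.73), and Cilp, a cartilage matrix protein (5.15 ± 0.43). Sfrp2, a secreted modulator of Wnt signals, rose by 5.69 ± 0.51. The largest falls included the carboxylesterase Ces1d (-3.18 ± 0.58), the kinase Mylk4 (-3.16 ± 0.43), the integrin subunit Itgb6 (-3.16 ± 0.45), the sodium channel subunit Scn4b (-2.99 ± 0.57) and the muscle protease Ky (-2.88 ± 0.33). The highest adjusted p among these 9 genes was 9.9e-04 (Scn4b).

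By gene group, 35 of 37 extracellular matrix and fibrosis genes rose in cKO LV, with a median of 2.88 (camera adjusted p = 8.3e-47, and 0.019 with an estimated correlation). Examples were Bgn (2.50 ± 0.16) and Thbs4 (4.02 ± 0.26), both matrix proteins, and the collagen Col12a1 (5.07 ± 0.37). The study's text names several of these genes, as it does heart failure genes, so they are not independent evidence. Of the heart failure and fetal programme, 8 of 9 genes rose (median 1.15, camera adjusted p = 4.2e-06, and adjusted p = 0.165 with an estimated correlation), among them the slow myosin Myh7 (3.56 ± 0.48), the natriuretic peptide Nppa (3.06 ± 0.51) and the growth factor Ctgf (3.39 ± 0.26). Macrophage and monocyte markers moved with them: 15 of 18 rose and 1 fell (median 2.42, camera adjusted p = 2.3e-10, and adjusted p = 0.216 with an estimated correlation), with the complement gene C1qb at 2.16 ± 0.20. Resting fibroblast markers rose in 7 of 12 cases (median 0.96, camera adjusted p = 6.6e-04, and adjusted p = 0.216 with an estimated correlation).

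Many genes of energy metabolism, and part of those of the contractile and electrical apparatus, were lower in cKO LV. Of the nuclear oxidative phosphorylation genes 33 of 34 fell (median -0.80), with Cox7a1, a subunit of cytochrome oxidase, at -1.32 ± 0.20 and Cyc1, cytochrome c1, at -1.15 ± 0.19. Fatty acid oxidation had 18 of 27 lower (median -0.89, with Acaa2 -1.49 ± 0.25), and the citric acid cycle and mitochondrial biogenesis list 19 of 23 (median -0.77; the coactivator Ppargc1b -1.06 ± 0.13). Camera gave adjusted p = 4.3e-15, 3.7e-08 and 6.9e-11 for these 3 lists, and adjusted p = 0.238, 0.346 and 0.216 with an estimated correlation. Calcium handling and ion channels had 18 of 26 lower (median -0.66, adjusted p = 8.4e-09, and adjusted p = 0.216 with an estimated correlation), among them the potassium channel Kcnd2 (-2.00 ± 0.26) and junctophilin, Jph2 (-0.86 ± 0.12). In the sarcomere list 8 of 23 were lower and 1 higher (adjusted p = 6.6e-04, and adjusted p = 0.498 with an estimated correlation), and its median of -0.45 turned to 0.02 on log2(TPM + 1). Troponin I, Tnni3, was at -1.15 ± 0.25. In the desmosome and intercalated disc list 8 of 21 were lower and 5 higher, which the list test did not call (adjusted p = 0.0526) except without cKO 180 or 264 or WT 647 (0.029 to 0.0494). Connexin 43, Gja1, was at -1.07 ± 0.18 and Tmem43, a nuclear membrane protein, at 0.95 ± 0.12.

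In all, 5875 of 16410 genes were called between cKO and WT in LV, 3236 higher and 2639 lower (6968 and 539 on log2(TPM + 1)), and 7361 had an unadjusted p under 0.05. The integrated stress response, the genes that the factor Atf4 induces when protein synthesis is impaired, had 11 of 21 genes higher (median 1.10, adjusted p = 0.00211, and adjusted p = 0.216 with an estimated correlation, with Nupr1 2.49 ± 0.28). On log2(TPM + 1) the calls of Gja1 (adjusted p = 0.0886) and Ppargc1b (0.0687) were lost. With all 28 libraries taken as independent the count was 9033.

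In RV 4 cKO were compared with 3 WT hearts, in pieces from animals whose LV was measured too, and a difference between the ventricles was not tested for the lists. The largest rises included the matrix genes Fmod (7.32 ± 0.35), Comp (7.11 ± 0.38) and Cilp (6.59 ± 0.50) and again Sfrp2 (6.23 ± 0.20). The largest falls included Itgb6 (-4.19 ± 0.27), Lrrc15 (-4.03 ± 0.32), Ces1d (-4.02 ± 0.37), Mylk4 (-3.30 ± 0.40) and the potassium channel subunit Kcnv2 (-3.25 ± 0.39). Of 37 matrix genes 36 rose (median 3.66, camera adjusted p = 2.2e-38, and adjusted p = 0.101 with an estimated correlation), and 8 of 10 heart failure genes rose (median 3.00, 3.6e-07, and adjusted p = 0.129 with an estimated correlation), with Myh7 at 4.05 ± 0.22. The atrial muscle gene Myl4 ran from 1.78 to 186 CPM in cKO RV libraries. A share of atrial tissue in these pieces is not separated here from the rise of the heart failure list. All 33 nuclear oxidative phosphorylation genes fell (median -1.29), as did 22 of 27 fatty acid oxidation genes (median -1.44; Cpt2, which carries fatty acids into mitochondria, -1.73 ± 0.19) and 21 of 23 citric acid cycle and biogenesis genes (median -1.06). Their camera adjusted p values were 2.1e-18, 4.2e-14 and 8.8e-12, and with an estimated correlation the adjusted p was 0.251 for each.

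Calcium handling and ion channels fell in 19 of 26 cases (Kcnd2 -2.21 ± 0.15; Kcnip2, its partner subunit, -2.28 ± 0.27), the sarcomere in 14 of 23 (Tnni3 -1.80 ± 0.28; the light chain Myl2 -1.65 ± 0.25), and the desmosome and intercalated disc in 11 of 21 with 1 higher (Fhl2 -1.06 ± 0.17; Gja1 -1.32 ± 0.21). Medians were -0.82, -0.70 and -0.49, and all 3 turned on log2(TPM + 1), to 0.00, 0.03 and 0.38. The median gene shifted by 0.54 on that scale. Relative to it the 3 lists stayed lower, at -0.54, -0.51 and -0.16. Camera gave adjusted p = 1.8e-11, 5.1e-06 and 0.00215, and adjusted p = 0.199, 0.35 and 0.319 with an estimated correlation. Markers of other cells moved too: resting fibroblast (10 of 12 higher, median 1.53, adjusted p = 5.8e-09 and 0.0389 with an estimated correlation), macrophage and monocyte (14 of 18 higher, 1 lower, median 2.14, adjusted p = 1.8e-10, and adjusted p = 0.104 with an estimated correlation) and T, NK and B cell (9 of 15 higher, median 2.02, adjusted p = 0.00824, and adjusted p = 0.319 with an estimated correlation). The edgeR fit called 6468 of 17307 genes, 3427 higher and 3041 lower (9155 and 544 on log2(TPM + 1)). Without the 2 cKO libraries with most Myl7, a marker of atrial muscle, it called 6296. Gja1 (adjusted p = 0.24) and Fhl2 (0.317) lost their calls on log2(TPM + 1).

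Whether the difference between cKO and WT hearts is larger in either ventricle was tested directly on the animals with both. For 2 genes the cKO effect was larger in RV than in LV: Atf5, a transcription factor of the stress response (0.95 ± 0.11, adjusted p = 0.024), and the collagen Col6a3 (1.08 ± 0.13, adjusted p = 0.024). At an unadjusted p under 0.05 there were 1874 genes. In WT hearts 1 gene, Atf5 again, differed between RV and LV (-0.72 ± 0.08, adjusted p = 0.0325, 3 animals), and 1539 had an unadjusted p under 0.05. These calls rest on few animals. Without a block for the animal 0 genes were called for either question, and voom with the animal as a block called 7 and 20 genes, of which 0 were among those of edgeR. With any 1 animal left out the first count ran from 0 (without cKO 180, WT 636 or WT 637) to 40 (without cKO 177), with 13 without cKO 257 and 1 without cKO 264 or WT 647, and the second from 0 to 11. Both genes of the first question also lost their call without WT 647 (adjusted p = 0.107), and Col6a3 without cKO 264 (0.112). For the second question Atf5 lost its call without cKO 180 (0.0561) or 257 (0.0966), or WT 636 (0.211), 637 (0.0854) or 647 (0.197).

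At 3E13, 4 treated LV were compared with 4 cKO LV to see what the lower dose changed. Ky (2.19 ± 0.33), Lmod3, an actin filament nucleator of muscle (1.99 ± 0.25), and Mylk4 (1.77 ± 0.42) were among the largest rises, as were the interferon-inducible GTPases Igtp (2.58 ± 0.39), Tgtp2 (2.09 ± 0.45) and Irgm2 (1.95 ± 0.36). Igtp, at 40.1 CPM, rose past its WT level of 11.1 CPM, and Irgm2, at 64.3 CPM, lay above WT too. The falls included Cd14, a receptor of monocytes (-2.41 ± 0.45), and Tlr8, a sensor of RNA in immune cells (-1.95 ± 0.40). Matrix genes were lower in 25 of 37 cases (35 adjusted over the list alone, median -1.33, camera adjusted p = 6.5e-23, and adjusted p = 0.11 with an estimated correlation), with Bgn at -0.93 ± 0.17 and Col8a1 at -1.64 ± 0.26. Macrophage and monocyte markers were lower in 9 of 18 (median -1.10, adjusted p = 1.8e-05, and adjusted p = 0.429 with an estimated correlation). Oxidative phosphorylation rose in 8 of 34 genes, 30 adjusted over the list alone (median 0.56, adjusted p = 9.3e-15, and adjusted p = 0.429 with an estimated correlation, with Cox7a1 0.92 ± 0.20). Heart failure genes did not move as a list (1 of 9 lower, adjusted p = 0.774, with Ctgf -1.47 ± 0.26). Calcium handling rose in 3 of 26 (7 adjusted over the list alone, adjusted p = 2.1e-07, and adjusted p = 0.421 with an estimated correlation, with Jph2 0.79 ± 0.12) and the sarcomere in 3 of 23 (6 adjusted over the list alone, adjusted p = 2.1e-06, and adjusted p = 0.475 with an estimated correlation). The desmosome and intercalated disc had 3 of 21 higher and 1 lower (adjusted p = 0.00538, and adjusted p = 0.131 with an estimated correlation, with Gja1 0.96 ± 0.18), and its median of 0.22 turned to -0.09 on log2(TPM + 1).

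This comparison called 1932 genes, 906 higher and 1026 lower (120 and 2934 on log2(TPM + 1)). The count was 49 when only these 2 groups were fitted, where Ky, Mylk4, Irgm2, Tgtp2, Cd14, Tlr8, Bgn, Cox7a1, Ctgf and Jph2 lost their calls, and it fell to 1020 without 3E13 replicate 181, 948 without 252 and 728 without 253. On log2(TPM + 1) Gja1 had adjusted p = 0.135 and Tgtp2 0.0693.

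In RV the lower dose had 2 libraries, against 4 cKO. Itgb6 (3.39 ± 0.28) and Lsmem1, a small membrane protein of muscle (2.11 ± 0.18), rose whichever library was left out. Oxidative phosphorylation rose in 17 of 33 genes (31 adjusted over the list alone, median 0.92, camera adjusted p = 4.3e-19, and adjusted p = 0.334 with an estimated correlation) and matrix genes fell in 13 of 37 (29 adjusted over the list alone, median -1.14, adjusted p = 2.2e-15, and adjusted p = 0.334 with an estimated correlation). Antigen presentation rose in 7 of 18 genes (12 adjusted over the list alone, median 0.96, adjusted p = 6.6e-09, and adjusted p = 0.312 with an estimated correlation) and T, NK and B cell markers in 5 of 15 (median 1.66, adjusted p = 1.1e-05, and adjusted p = 0.312 with an estimated correlation). The fit called 1488 genes, 825 higher and 663 lower (164 and 4835 on log2(TPM + 1)). The medians of the sarcomere (0.42), calcium handling (0.33), desmosome (0.26) and interferon (0.29) lists turned on that scale, to -0.12, -0.22, -0.40 and -0.26. It called 9 without 3E13 replicate 181 and 8 without 253, where the lone library is assumed to vary like the other groups, 787 without cKO 264, and 78 with only the 2 groups fitted.

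At 6E13, in 3 treated against 4 cKO LV, genes that had fallen in cKO hearts rose. Itgb6 (2.73 ± 0.48), Ky (2.64 ± 0.35), Mylk4 (2.58 ± 0.45), Ces1d (2.54 ± 0.61), Scn4b (2.50 ± 0.60) and the myosin Myh7b (2.46 ± 0.47) rose, and Ltbp2 fell (-3.38 ± 0.54). Matrix genes were lower in 33 of 37 cases (median -1.94, camera adjusted p = 1.2e-31, and adjusted p = 0.0659 with an estimated correlation), with Bgn at -1.74 ± 0.19 and Thbs4 at -2.49 ± 0.30. Heart failure genes were lower in 2 of 9 (4 adjusted over the list alone, adjusted p = 0.00676, and adjusted p = 0.304 with an estimated correlation, with Ctgf -2.26 ± 0.30). Oxidative phosphorylation rose in 23 of 34 (median 0.68, with Cox7a1 1.18 ± 0.22), the citric acid cycle and biogenesis list in 12 of 23 (median 0.62; Ppargc1b 1.12 ± 0.14), fatty acid oxidation in 8 of 27 (median 0.74) and calcium handling in 11 of 26 (median 0.56, with Kcnd2 1.29 ± 0.28). Camera gave these 4 lists adjusted p = 9.4e-16, 3.1e-11, 2.2e-07 and 5.5e-08, and adjusted p = 0.304, 0.304, 0.389 and 0.304 with an estimated correlation. Macrophage and monocyte markers were lower in 10 of 18 and higher in 1 (median -1.20, adjusted p = 8.6e-06, and adjusted p = 0.304 with an estimated correlation; Cd14 -2.82 ± 0.51). The sarcomere rose in 4 of 23 (adjusted p = 1.8e-04, and adjusted p = 0.478 with an estimated correlation), and the desmosome and intercalated disc in 6 of 21 with 1 lower (adjusted p = 0.0429, and adjusted p = 0.304 with an estimated correlation), where the median of 0.20 turned to -0.24 on log2(TPM + 1) and the call was lost without cKO 177 or 257 or 6E13 replicate 631 (0.0613 to 0.0736). There were 2759 calls, 1420 higher and 1339 lower (228 and 3160 on log2(TPM + 1)), and 305 with only the 2 groups fitted, where Mylk4, Scn4b, Myh7b, Cd14, Cox7a1 and Kcnd2 lost their calls. On log2(TPM + 1) Kcnd2 had adjusted p = 0.0525 and Ppargc1b 0.1. Without 6E13 replicate 250 there were 1665, without 631 1515 and without 645 1169.

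In RV 3 hearts at 6E13 were compared with 4 cKO hearts. Itgb6 (3.73 ± 0.26), Ces1d (3.27 ± 0.36), Lrrc15 (3.21 ± 0.32), Mylk4 (2.67 ± 0.39) and Ky (2.59 ± 0.25) rose. Comp (-4.74 ± 0.32), Angptl7, a secreted angiopoietin-like protein (-4.03 ± 0.66), Fmod (-3.60 ± 0.27) and Dkk3, a secreted Wnt modulator (-3.46 ± 0.40), fell. So did the atrial muscle genes Bmp10 (-10.7 ± 2.22) and Myl4 (-6.73 ± 1.45), which were high in some cKO RV libraries. A share of atrial tissue in those pieces is not separated here from the other falls, or from the change of the heart failure list. Matrix genes were lower in 30 of 37 (median -1.82) and resting fibroblast markers in 8 of 12 (median -1.02). Oxidative phosphorylation was higher in 30 of 33 (median 0.88), fatty acid oxidation in 19 of 27 (median 1.01, with Cpt2 1.27 ± 0.18), and calcium handling in 16 of 26 (median 0.65, with Kcnip2 2.06 ± 0.27). Camera adjusted p values for these 5 lists were 2.0e-23, 2.5e-07, 8.0e-15, 2.4e-11 and 5.1e-13, and with an estimated correlation the adjusted p was 0.178, 0.0857, 0.285, 0.285 and 0.178. The sarcomere was higher in 11 of 23 (adjusted p = 5.3e-07, and adjusted p = 0.366 with an estimated correlation, with Tnni3 1.29 ± 0.28). The desmosome and intercalated disc had 11 of 21 higher and 1 lower (adjusted p = 1.0e-04, and adjusted p = 0.27 with an estimated correlation; desmocollin, Dsc2, 0.96 ± 0.20), and its median of 0.54 turned to -0.01 on log2(TPM + 1). Heart failure genes fell in 5 of 10 and rose in 1 (adjusted p = 0.00142, and adjusted p = 0.27 with an estimated correlation, with Myh7 -1.74 ± 0.20). The fit called 3825 genes, 1945 higher and 1880 lower, with 2364 without 6E13 replicate 631, 2039 without 645 and 6299 on log2(TPM + 1), 416 higher and 5883 lower. The clock list turned on that scale, from 0.44 to -0.09.

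Because the same cKO libraries stand on both sides of these comparisons, an excess of opposite changes can arise without any effect. In LV, 959 genes were higher in cKO and lower at 3E13, where independent calls would give 202, and 841 were lower and then higher, against 146. For 6E13 these were 1285 against 264 and 1364 against 228. In RV they were 597 against 131 and 748 against 145 for 3E13, and 1743 against 372 and 1855 against 342 for 6E13. When the 4 cKO libraries were divided so that each comparison had 2 of its own, 6 divisions gave on average in LV 512 (127 if independent) and 396 (88.3) genes for 3E13 and 744 (167) and 622 (124) for 6E13. The lowest division gave 115 (24.8) and 60 (11.5) for 3E13, and 390 (81.8) and 248 (44.9) for 6E13. In RV the averages were 292 (69.4) and 379 (72.8) for 3E13 and 1133 (231) and 1069 (197) for 6E13, and the lowest were 1 (0.154) and 8 (1.30), and 805 (165) and 666 (117). The correlation between the fold changes of the 2 comparisons was -0.71 for 3E13 and -0.75 for 6E13 in LV, where simulated groups without any change gave -0.51 and -0.48, and -0.51 and -0.69 in RV, where they gave -0.36 and -0.42.

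The comparison of the doses asks whether more vector changed expression further. In LV, 3 hearts at 6E13 and 4 at 3E13 differed in 2 of 16410 genes: Dbp, an output factor of the circadian clock (2.45 ± 0.30, adjusted p = 0.00977), and Coq10b, a coenzyme Q carrier (0.89 ± 0.13, adjusted p = 0.032), both higher at 6E13. At an unadjusted p under 0.05 there were 913 genes, and DESeq2 called 38. As a list, matrix genes lay lower at 6E13 than at 3E13 (median -0.54, 6 of 37 lower adjusted over the list alone, camera adjusted p = 6.1e-15, and adjusted p = 0.153 with an estimated correlation), and so did heart failure genes (median -0.79, adjusted p = 4.3e-08, and adjusted p = 0.0635 with an estimated correlation). Fatty acid oxidation lay higher (median 0.29, adjusted p = 1.8e-04, and adjusted p = 0.647 with an estimated correlation). Lists for the sarcomere (median -0.03, adjusted p = 0.673), desmosome and intercalated disc (-0.01, 0.673) and calcium handling (0.13, 0.0607) did not pass in LV. Calcium handling did pass there without 3E13 replicate 182 (0.0055) or 6E13 replicate 631 (0.0494). In RV, where 3E13 has 2 libraries, camera at the preset correlation called calcium handling (adjusted p = 9.2e-10) and the desmosome and intercalated disc (0.00831). It also called matrix (1.3e-08) and heart failure genes (5.3e-06) there, but not the sarcomere (0.0745). The sarcomere did pass there without 6E13 replicate 250 (0.0433). Without 3E13 replicate 181, which leaves a lone 3E13 library, the sarcomere median was 0.13. Over the RV comparisons fixed before the data were seen, 67 of 104 list tests passed at the preset correlation and 6 with an estimated one. The added comparison of the doses in RV is not in that count. Its values with an estimated correlation are not given here for these lists. Dbp lost its call without 3E13 replicate 252 (adjusted p = 0.0646), 253 (0.0799) or 6E13 replicate 645 (0.0561). Coq10b lost its call without 3E13 replicate 181 (0.111), 182 (0.0633), 252 (0.142) or 253 (0.183), or 6E13 replicate 631 (0.133) or 645 (0.174).

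On the scale from WT (0) to cKO (1), treated LV libraries lay at 0.390 ± 0.0650 for 3E13 (SD, n = 4) and 0.237 ± 0.0569 for 6E13 (n = 3). The difference of -0.153 had p = 0.0571 in a two-sided exact permutation test over 35 arrangements, where the smallest possible p is 0.0286, so it did not pass 0.05. In RV, in the added comparison of 3 hearts at 6E13 with 2 at 3E13, 7 genes were lower at 6E13 and 0 higher, with 1497 at an unadjusted p under 0.05 and 237 called by DESeq2 (91 higher, 146 lower) and 82 with only the 2 groups fitted (29 higher, 53 lower). The 7 included Comp (-3.22 ± 0.32), Fmod (-1.99 ± 0.28) and Sfrp2 (-1.61 ± 0.18), which were at adjusted p = 0.00392, 0.0376 and 0.00715. Left-out libraries gave RV counts from 0 to 5. Without 3E13 replicate 253 all 3 calls ended, at 0.0539, 0.387 and 0.084. Sfrp2 also lost its call without 3E13 replicate 181 (0.0652) or 6E13 replicate 645 (0.0764), and Fmod without 6E13 replicate 250 (0.149) or 645 (0.2).

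**Figure D2:**
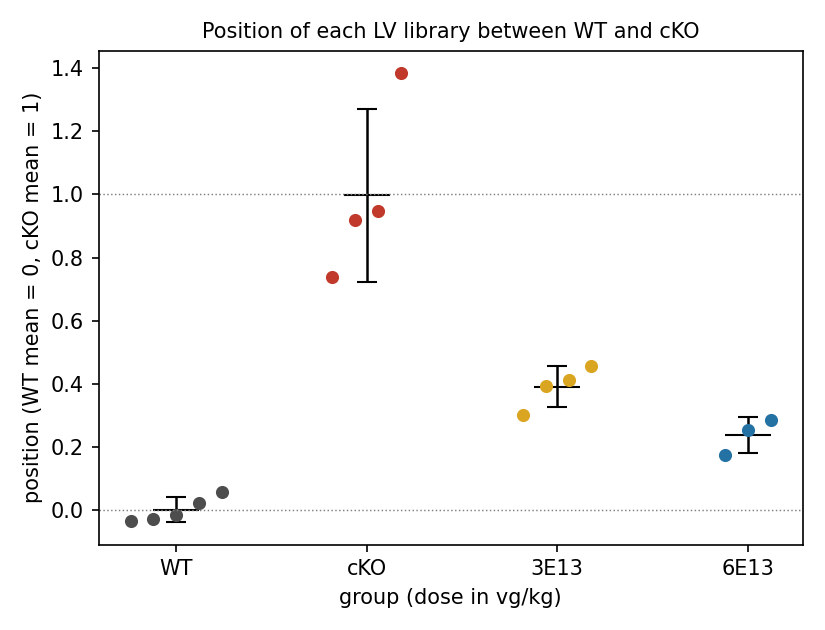
Position of each LV library between the WT mean (0) and the cKO mean (1) over the 5875 genes called in cKO against WT (vertical axis, no unit), by group (horizontal axis, dose in vg/kg). Dots are libraries and bars are the mean ± SD, and 3E13 libraries lie between 0.301 and 0.455 and 6E13 libraries between 0.174 and 0.284.

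How far treated hearts still differed from control hearts was asked last. In LV, 4 hearts at 3E13 against 5 WT hearts had higher Comp (5.27 ± 0.76), Ltbp2 (5.02 ± 0.49), Sfrp2 (4.26 ± 0.48), Dio2, an enzyme that activates thyroid hormone (3.99 ± 0.60), Cilp (3.85 ± 0.41) and Myh7 (3.44 ± 0.47), and lower Dbp (-2.25 ± 0.28) and Myh11, smooth muscle myosin (-1.21 ± 0.23). Matrix genes were higher in 27 of 37 (median 1.67, adjusted p = 4.7e-58 and 0.00322 with an estimated correlation) and heart failure genes in 6 of 9 (median 1.39, adjusted p = 3.0e-18 and 0.00322 with an estimated correlation). The interferon response was higher in 10 of 26 (23 adjusted over the list alone, median 0.89, adjusted p = 1.7e-20, and adjusted p = 0.0619 with an estimated correlation, with Isg15 2.25 ± 0.38) and antigen presentation in 6 of 18 (15 adjusted over the list alone, adjusted p = 3.4e-14, and adjusted p = 0.0702 with an estimated correlation; beta-2 microglobulin, B2m, 1.05 ± 0.18). Macrophage and monocyte (camera adjusted p = 8.0e-12) and T, NK and B cell markers (7.8e-06) passed too at the preset correlation. Over all comparisons in LV, 87 of 156 list tests passed at that correlation and 7 with an estimated one. Fatty acid oxidation (5.7e-08), oxidative phosphorylation (2.6e-06), the citric acid cycle list (4.7e-06) and calcium handling (3.1e-05) also passed at the preset correlation. On the scale from WT (0) to cKO (1), called genes of fatty acid oxidation lay at 0.319 to 0.736. Isg15, on log2(TPM + 1), had adjusted p = 0.0728 and Myh11 0.0751. There were 411 calls, 324 higher and 87 lower, with 107 on log2(TPM + 1), 924 by DESeq2, 1776 with only the 2 groups fitted, and 184 without 3E13 replicate 181 or WT 626, 193 without WT 248, 219 without WT 637, 237 without WT 647 and 244 without 3E13 replicate 252.

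At 6E13, 3 LV against 5 WT LV differed in 14 genes, 13 higher and 1 lower, with 1025 at an unadjusted p under 0.05. The lower gene was mouse Pkp2 (-1.51 ± 0.17), deleted in these animals, and 1 of the higher was the injected transgene, which leaves 12. The other counts of treated against WT hearts hold these 2 genes too. Higher were, among others, Ltbp2 (3.02 ± 0.49), Sfrp2 (3.04 ± 0.49), Cilp (2.58 ± 0.41) and Col12a1 (2.33 ± 0.37). As lists, matrix genes were higher (3 of 37, 27 adjusted over the list alone, median 1.09, adjusted p = 7.1e-43 and 0.021 with an estimated correlation), as were the interferon response (0 of 26, 20 adjusted over the list alone, median 0.98, adjusted p = 2.8e-34 and 0.021 with an estimated correlation) and heart failure genes (0 of 9, 3 adjusted over the list alone, median 0.81, adjusted p = 2.1e-09 and 0.0331 with an estimated correlation). Immediate early genes (camera adjusted p = 9.7e-18), macrophage and monocyte (2.2e-12) and T, NK and B cell markers (1.5e-05) passed too at the preset correlation. So did calcium handling (9.9e-04), oxidative phosphorylation (0.00104), fatty acid oxidation (0.00156) and the citric acid cycle list (0.00455). With an estimated correlation 7 of 156 list tests passed over all LV comparisons. At the preset correlation immediate early genes also passed against WT in RV (1.4e-06) and against 3E13 in LV (7.9e-08, but 0.507 without 6E13 replicate 631). In RV 6 of 104 list tests passed with an estimated correlation, over the comparisons fixed before the data were seen. Fos stood at 4.95 to 149 CPM in 6E13 LV libraries and at 1.72 to 5.17 in WT LV. The 4 rises of single genes named here lose their call without any 1 of several libraries, with length offsets and on log2(TPM + 1). The count of 14 fell to 2, the transgene and Pkp2 alone, without WT 248, 626, 637 or 647 and on log2(TPM + 1), to 3 without 6E13 replicate 250 and to 4 without 631 or WT 636, while DESeq2 called 101 and a fit of only the 2 groups 182.

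In RV, 3 hearts at 6E13 had 151 calls against 3 WT hearts, 147 higher and 4 lower. Cilp (4.10 ± 0.45), Fmod (3.71 ± 0.34), Sfrp2 (3.57 ± 0.19) and Myh7 (2.32 ± 0.21) were higher. Matrix genes were higher in 16 of 37 (34 adjusted over the list alone, median 1.67, adjusted p = 2.3e-52 and 0.0337 with an estimated correlation), macrophage and monocyte markers in 5 of 18 (median 1.13, adjusted p = 1.4e-13 and 0.0337 with an estimated correlation) and T, NK and B cell markers in 4 of 15 (median 2.06, adjusted p = 6.4e-12 and 0.0337 with an estimated correlation). The count was 15 without WT 637, 20 without 6E13 replicate 250, 22 without WT 636, 26 without WT 647 and 55 without 6E13 replicate 631, while DESeq2 called 626 and a fit of only the 2 groups 78. With sex as covariate it was 41 and on log2(TPM + 1) 10. Fmod, on log2(TPM + 1), had adjusted p = 0.175. At the preset correlation camera also called oxidative phosphorylation (adjusted p = 2.0e-10), fatty acid oxidation (1.1e-08) and the citric acid cycle list (2.9e-05) for 6E13 against WT. Calcium handling passed too (0.00429, median -0.19), but not without WT 637 (0.0544). Its median turned to 0.10 on log2(TPM + 1). The added comparison of 2 hearts at 3E13 with 3 WT hearts called 1278 genes, 1004 higher and 274 lower, with Fmod at 5.70 ± 0.36 and Cilp at 5.60 ± 0.50, and 443 without 3E13 replicate 181, 378 without 253 and 606 without WT 637.

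**Figure D3:**
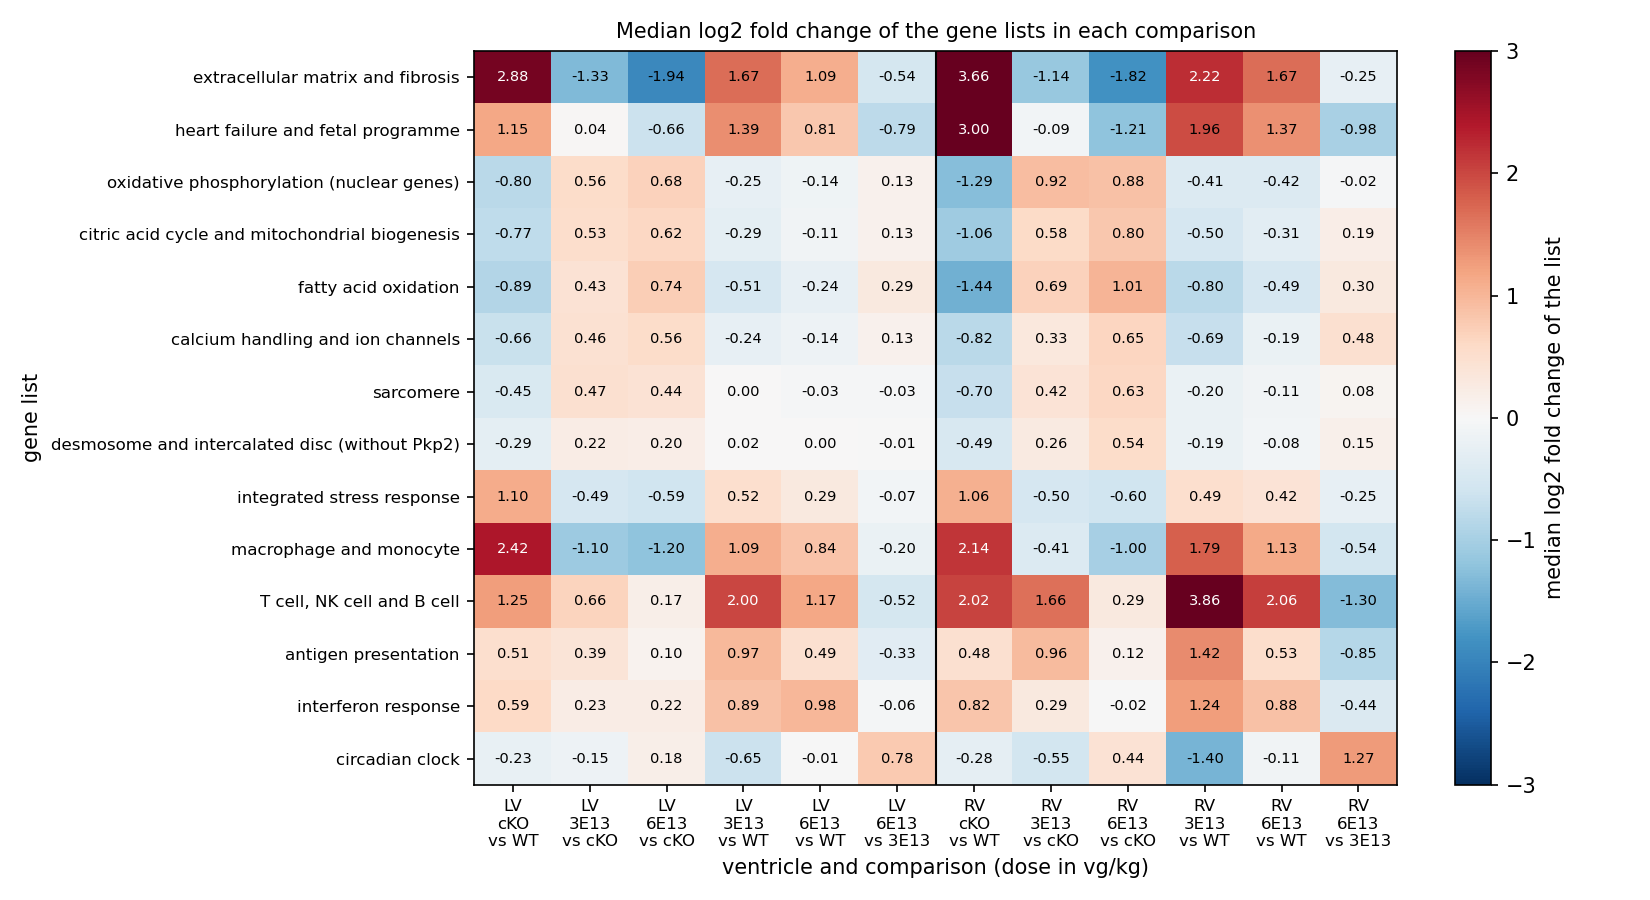
Median log2 fold change (colour, and the number in each cell) of 14 gene lists (vertical axis) in each comparison (horizontal axis, dose in vg/kg), LV on the left and RV on the right. Matrix genes run from 2.88 in cKO against WT LV to 1.67 at 3E13 and 1.09 at 6E13 against WT. On log2(TPM + 1) the medians of the sarcomere, desmosome, calcium handling, interferon, antigen presentation and clock lists turn in some comparisons.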

Values the study reported

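The study reports a 2-fold expression difference of the transgene between the 3E13 and 6E13 vg/kg doses at 9 weeks after induction. Arrhythmia scores of 1 or more were found at 9 weeks in 5 of 9 animals given 3E13 and in 1 of 6 given 6E13. Neither these scores nor the heart's size and pumping differed significantly between the doses by its tests. Its text states that structural genes followed the dose upward and that heart failure and fibrosis genes followed it downward. In another experiment of the study, buffer-treated Pkp2-deleted animals had a median lifespan of 4.7 weeks.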

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

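The 9 tests of the 3 patterns below were chosen only after the patterns had been seen.

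Clock genes differed between the doses. The list had a median of 0.78 in LV for 6E13 against 3E13 (camera adjusted p = 4.2e-12, and adjusted p = 0.0554 with an estimated correlation). Arntl, Npas2 and Clock, which peak opposite to Dbp, had a median of -1.69 over LV and RV with 6 of 6 values below 0, which is what hearts collected at another time of day would give. Over 8 clock genes 3E13 libraries lay between 0.871 and 1.39 and 6E13 libraries between -0.124 and 0.0868 on the scale from WT to cKO, against 0.301 to 0.455 and 0.174 to 0.284 over all called genes. The heart failure list also lay near cKO at 3E13 (0.928 to 1.21), but at 6E13 it lay at 0.523 to 0.647, above the clock genes. Remaining disease stays open. Collection times are not given in the sources used here.

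Antigen presentation and lymphocyte genes were higher in 3E13 RV. The median of antigen presentation was 0.96 for 3E13 against cKO in RV, with fry adjusted p = 0.0173 but camera adjusted p = 0.312 with an estimated correlation, 0.48 for cKO against WT and 1.42 for 3E13 against WT. It was -0.85 for 6E13 against 3E13 in RV (fry adjusted p = 0.0414, and camera adjusted p = 0.098 with an estimated correlation). Both rest on the 2 libraries that showed the pattern. In LV the list was not called by fry for either comparison (0.39, adjusted p = 0.173, and -0.33, adjusted p = 0.61). Camera at the preset correlation called it there (adjusted p = 0.014 and 3.3e-04), but not without 3E13 replicate 253 (0.122 and 0.0945). The first of these calls was also lost without cKO 180 (0.148). So remaining disease and the amount of vector given stay open. T, NK and B cell markers had a median of 3.86 for 3E13 against WT in RV, as lymphocytes in the tissue would give, but also of 2.02 for cKO against WT and 2.06 for 6E13 against WT in RV, and of 0.29 for 6E13 against cKO (0 of 15 called), so they were not shown to be higher at 6E13 than in untreated cKO hearts. The interferon list had a median of 0.98 for 6E13 against WT in LV, and with no group given a vector without PKP2 the effect of any AAV vector stays open.

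Atrial muscle genes were high in some cKO RV libraries. The ratios of Sln and Myl4 to Myl7 differed by at most 1.82 times between the 3 cKO libraries with more Myl7 than every other RV library, as a share of atrial tissue in the pieces would give. The ratio of Bmp10 to Myl7 differed 21.1 times. No atrial piece was measured, so whether atrial tissue is the only source of Bmp10 stays open. Loss of Pkp2 did not come with high Myl7 in every heart: it was high in these 3 libraries, but stood at 0.0386 CPM in cKO RV replicate 264, under WT 636 (0.640), 6E13 645 (0.353) and 3E13 253 (0.175), and at 0 to 0.169 CPM in cKO LV. A rise in part of the RV after loss of Pkp2 stays open, since a single library excludes nothing.

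Single libraries stood apart from their group in 8 of 130 groups of values examined, where chance sets apart about 1 in 20. Nppa stood at 549 CPM in cKO LV replicate 257 (others 165 to 210) and at 279 CPM in 3E13 LV replicate 182 (others 130 to 137). Timp1 stood at 128 CPM (others 5.90 to 14.8) and Spp1 at 397 CPM (others 3.91 to 11.1) in cKO LV replicate 177. Bmp10 stood at 425 CPM in cKO RV replicate 257 (others 0.232 to 56.2), and Alb at 86.1 CPM in cKO RV replicate 264 (others 1.65 to 1.78). Fkbp5 stood at 62.9 CPM in 3E13 LV replicate 182 (others 8.91 to 12.1). Alb stood at 1.75 CPM in WT LV replicate 647 (others 0). The cKO effect was larger in RV than in LV for Atf5 (0.95) and Col6a3 (1.08), by a test of the difference itself.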

How the results depend on the processing

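The alternative without 2 cKO RV libraries and the 2 RV comparisons with 3E13 that were added, and the list tests without each library, were chosen after seeing the data, and the other alternatives before. For named genes that were called, 88.3% of 3865 alternative fits kept the call, 430 lost it and 21 turned in direction. The share was lowest for RV against LV in WT (36.4% of 11), the difference between the ventricles (40.9% of 22) and the doses in LV (61.1% of 36). Named genes that were not called were called in 192 fits. Called genes for cKO against WT in LV were 9033 with 28 libraries as independent, and 5147 to 6047 with any 1 library left out. For 3E13 against cKO in LV they were 3054 on log2(TPM + 1), 49 with only the 2 groups, 5208 with 28 libraries as independent, 4062 with voom and a block, and 728 to 2714 with a library left out. For 6E13 against cKO in LV they were 305 with only the 2 groups, 6510 as independent, 5321 with voom, and 1169 to 3454. For 6E13 against 3E13 in LV they were 1 with length offsets, 1 with sex as covariate, 38 with DESeq2, 1 on either TPM scale, 69 as independent, 15 with voom, and 0 to 3. For 3E13 against WT in LV they were 924 with DESeq2, 107 on log2(TPM + 1), 141 on log2(TPM + 0.1), 1776 with only the 2 groups, 2926 as independent, 1840 with voom, and 184 to 346. For 6E13 against WT in LV they were 3 with length offsets, 101 with DESeq2, 2 on either TPM scale, 182 with only the 2 groups, 418 as independent, 66 with voom, and 2 to 15.

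For cKO against WT in RV they were 9827 on log2(TPM + 0.1) and 5109 to 6401 with a library left out. For 3E13 against cKO in RV they were 935 with length offsets, 2763 with DESeq2, 4999 and 4799 on the TPM scales with 1 and 0.1 added, 78 with only the 2 groups, 2240 without the 2 cKO libraries with most Myl7, and 8 to 1719. For 6E13 against cKO in RV they were 6299 and 6138 on the TPM scales, and 2039 to 3989. For 6E13 against WT in RV they were 266 with no filter, 41 with sex as covariate, 626 with DESeq2, 10 and 33 on the TPM scales, 78 with only the 2 groups, and 15 to 182. For 6E13 against 3E13 in RV they were 25 with no filter, 4 with sex as covariate, 237 with DESeq2, 11 and 14 on the TPM scales, 82 with only the 2 groups, and 0 to 5. For 3E13 against WT in RV they were 2131 with DESeq2, 358 and 630 on the TPM scales, and 378 to 948. For the difference between the ventricles in the cKO effect they were 0 with no block, 7 with voom (0 shared with edgeR), 16 with no filter, and 0 to 40. For RV against LV in WT they were 0 with no block, 20 with voom (0 shared), 6 with no filter, and 0 to 11. Of 156 list tests in LV 87 passed, 7 with an estimated correlation and 56 with fry. Of 104 in RV 67 passed, and 6 with an estimated correlation, where the 104 leave out the added RV comparisons. With a library left out, 44 of 712 tests of called lists in LV and 37 of 587 in RV lost the call, and 34 and 22 gained one. The cell cycle list for 3E13 against cKO in LV (adjusted p = 0.0475) turned without cKO 177 (0.587). With any 1 library left out its adjusted p ran from 0.00263 to 0.587. The Schwann cell list of the dose comparison in LV turned with voom (adjusted p = 0.70).

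These genes turned on log2(TPM + 1) and log2(TPM + 0.1), in which all genes shift with the composition of the libraries. For cKO against WT in LV, Jup was at 0.29 and 0.29 and Cacna1c at 0.032 and 0.032. For cKO against WT in RV, Dsp was at 0.32 and 0.32, Jup 0.38 and 0.39, Tnnt2 0.032 and 0.032, Mybpc3 0.59 and 0.60, Tpm1 0.047 and 0.047, Cacna1c 0.13 and 0.14, and Ank2 0.023 and 0.024. For 3E13 against cKO in RV, Pkp2 was at -0.60 and -0.64 and Cacna1c at -0.40 and -0.41. For 6E13 against cKO in RV, Jup was at -0.17 and -0.17, and Cacna1c at -0.028 and -0.029. Esr1 for 6E13 against cKO in LV was at 0.20 with length offsets, and the cause was not tested.

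The difference between the doses in position was -0.167 over genes called in RV (exact p = 0.0571), -0.143 as a mean (exact p = 0.0571), -0.119 on log2(TPM + 1) (exact p = 0.2), and -0.183 to -0.121 with a library left out.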

Other observations

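Only the list tests without single libraries were chosen after results were seen. Markers of other tissue parts moved in cKO hearts beside the lists described. Epicardial and mesothelial markers were higher in 4 of 4 in LV (median 2.45, camera adjusted p = 0.029, and adjusted p = 0.216 with an estimated correlation) and in 3 of 7 in RV (median 2.02, adjusted p = 0.0238, and adjusted p = 0.168 with an estimated correlation). For cKO against WT in LV the other lists gave these adjusted p values: cell cycle 0.00227 (median 2.12), p53 targets and apoptosis 0.037 (0.90), immediate early genes 0.0188 (1.12), interferon response 0.00102 (0.59), antigen presentation 0.0328 (0.51), and T, NK and B cells 0.0969 (1.25). With an estimated correlation the adjusted p values of these 6 lists were 0.553, 0.216, 0.511, 0.464, 0.553 and 0.614. The cell cycle list was not called without cKO 177 (adjusted p = 0.0673, median 0.90), where Mki67 stood at 115 CPM against 9.74 to 34.6 in the other cKO LV libraries and 6.39 to 14.5 in WT. Calls were also lost for immediate early genes without cKO 177 (0.0701), for p53 targets without cKO 177 or WT 626 or 647 (0.0517 to 0.0654), for antigen presentation without cKO 177 or 257 or WT 248 or 626 (0.0662 to 0.0851), and for epicardial markers without cKO 180 (0.0768). T, NK and B cells were called without cKO 264 (0.0494).

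Endothelial (0.91, median 0.04), smooth muscle and pericyte (0.897, 0.05 with a mean of -0.11), adipocyte (0.897, 0.21), Schwann cell (0.194, 0.09), red blood cell (0.0328, 1.73, and adjusted p = 0.464 with an estimated correlation) and atrial muscle (0.897, 0.10, with the test pointing down) lists gave these adjusted p values and medians in the same comparison. Glycolysis had a median of 0.11 while the test pointed down (adjusted p = 0.647, and adjusted p = 0.819 with an estimated correlation). The circadian clock list had a median of -0.23 (adjusted p = 0.0188, and adjusted p = 0.354 with an estimated correlation), which turned to 0.28 on log2(TPM + 1). The red blood cell call was lost without cKO 180 (0.131) or WT 626 (0.0517), and the clock call without cKO 177 (0.0853) or 257 (0.051).

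The other splits of the same libraries were planned before the results were seen. The real grouping was the only 1 of 100 to call as many genes for cKO against WT in LV (highest other 1826) and for 3E13 against WT in LV (highest other 40), the only 1 of 56 for 6E13 against WT in LV (highest other 2), and the only 1 of 35 for 3E13 against cKO in LV (highest other 469), 6E13 against cKO in LV (2490), cKO against WT in RV (3097) and 6E13 against cKO in RV (1604). In these comparisons no other split tried called as many genes. With 35 splits 1 of 35 is the smallest share possible, and the comparisons share libraries. Chance is thus made less likely but is not excluded. For 6E13 against cKO in LV another split called 2490 genes, against 2759 for the real grouping. A further limit applies to 6E13 against WT in LV. There the 14 genes hold the transgene and Pkp2, which differ by design. The other 12 are still more than the highest other split called (2). But 0 of these 12 remain without WT 248, 626, 637 or 647. For the difference between the ventricles in the cKO effect the real grouping was the only 1 of 35 to call as many as 2 genes (highest other 1). The margin is 1 gene, and both calls end without cKO 180, WT 636, WT 637 or WT 647, without a block for the animal, and with voom. For 6E13 against 3E13 in LV 2 of 35 splits called as many (highest other 2), so chance is not excluded. Splits were too few for 6E13 against WT in RV (151 genes, highest other 1, of 10) and for RV against LV in WT (1 gene, highest other 1, 2 of 4 splits).

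Transgene levels in CPM were 2.64 times (3E13) and 3.68 times (6E13) the Pkp2 level of WT in LV, and 2.25 and 3.08 times in RV. CPM is not scaled by transcript length, so these ratios between different transcripts do not give the fold difference in transcript number.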
